A study of Citrus trifoliata and Citrus junos with 20 samples. Its data were reported in "Genome-wide comprehensive analysis of transcriptomes and small RNAs offers insights into the molecular mechanism of alkaline stress tolerance in a citrus rootstock" (2019).

How the data were processed

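Small RNA sequencing of citrus roots was analysed from the processed files of the series. Per the labels, the 18 libraries covered Cj and Pt at pH 6.5, at pH 8.0 and at pH 9.5 with 3 biological replicates each. The 2 degradome libraries of the series were not analysed here. The study prepared libraries with a NEBNext small RNA kit and sequenced them on an Illumina HiSeq instrument. The authors removed adapters and low-quality reads, filtered out ribosomal, transfer and other structural RNA and repeats with Bowtie, and matched the remaining reads to the Citrus sinensis genome and to known miRNAs of miRBase. miRNAs not in the database were predicted with miRDeep2, and a miRNA was kept only if found in all replicates of a group. The release of the genome is not given in the sources used here.

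The counts deposited by the authors are whole numbers of reads per mature miRNA and library, without any normalisation. The TPM values deposited by the authors are these reads divided by the total mapped reads of the library and scaled, with no term for length. The totals behind them, obtained by dividing count by TPM, ranged from 125084 to 1034566, and the listed miRNAs held from 61.8% to 83.2% of them. The score deposited by the authors for each predicted miRNA is the miRDeep2 total per precursor, and it was not used in any test. Of 103 lines, 49 known and 54 predicted, 3 repeats of csi-miRN52, which has 4 hairpins, were dropped, leaving 100 miRNAs. Another line of the predicted list held no values, and that miRNA is not reported here. Under different names, 4 pairs of predicted miRNAs share 1 sequence each. They were kept as listed, so each of these pairs counts as 2 in every count of miRNAs. Of the predicted miRNAs 22 are 24 nt long, 2 are 23 nt and 27 are 21 or 22 nt.

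Counts were analysed with edgeR 4.0.16 in R 4.3.3. Library sizes were the sums of the listed miRNA reads with TMM factors. Low-count filtering (filterByExpr, minimum count 10, minimum total 15) left 96 miRNAs, and csi-miR395, csi-miR3953, csi-miR399a and csi-miR530b were not tested. A quasi-likelihood model with a mean for each of the 6 groups was fitted to all 18 libraries. Each comparison was a contrast, either between 2 groups or, for the difference in response, a difference of differences. A miRNA counted as changed at a Benjamini-Hochberg adjusted p under 0.05 over the tested miRNAs, with no threshold on the fold change. This follows the threshold of the study, which compared pairs of groups with DESeq 1.10.1, for which edgeR stands in here. The SE of a log2 fold change was derived from it and its F statistic. Normalised values are TMM-scaled reads-per-million of listed reads, written CPM. A floor of 3 reads over a group was used for miRNAs with no reads in it, and ratios with 1 to 3 reads have exact 95% intervals. These floors and intervals cover counting error only, since the reads carry no molecular tags. A single library of 77255 to 771522 reads puts 3 reads at between 3.89 and 38.8 CPM before TMM scaling.

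The comparisons, their tests, the rule for naming miRNAs and all alternatives but the 3 named below as added were chosen before the data were examined. Tests of explanations chosen later are named where they are given. By that rule, the members of the auxin, copper, phosphate and sulfate, MIR482 and small RNA machinery lists were followed in both rootstocks at pH 9.5 against pH 6.5 and between rootstocks at each pH. They are given mostly as counts with the largest changes and those the study singled out, and the other lists (SPL-related, growth-related, csi-miR3951 to csi-miR3954, predicted 24-nt and predicted 21- to 22-nt miRNAs) as counts with examples. In each comparison the 10 largest changes among those past the threshold whose 3 libraries all lie above or below the other 3 were named, and for each difference in response the 5 largest. Chance alone separates 3 libraries from 3 in 10% of cases. The 5 most abundant miRNAs were named as well. Other miRNAs named in a comparison, such as csi-miR473 and csi-miR477b in Cj at pH 9.5 and, with csi-miR479, between the rootstocks, csi-miR394, csi-miR397 and csi-miRN45 in Cj at pH 8.0, csi-miRN28 in Pt at pH 8.0, csi-miR396b in Cj and the copper-related miRNAs in the response to pH 9.5, were chosen after their values were seen. csi-miR393a was listed before as the name used by the study and was read as csi-miR393, the name in the deposited counts. The lists follow assigned families, so they also hold sequences largely complementary to another member, like the opposite strand of a hairpin. Among them are csi-miRN05, csi-miRN07, csi-miRN08, csi-miRN18, csi-miRN19, csi-miRN28, csi-miRN32, csi-miRN49, csi-miR162-5p, csi-miR166e-5p, csi-miR172a-5p, csi-miR396c, csi-miR479 and csi-miR482a-5p. Whether these act as their family does was not tested.

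As alternatives, the same fit used DESeq2 size factors, library sizes from the TPM totals, library sizes without the 5 most abundant miRNAs, no low-count filter (100 miRNAs), a stricter filter (96), all repeated entries, or sums of family members whose sequences differ by at most 2 bases (82). Others used only the compared groups, the replicate number as a block, a DESeq2 1.42.0 Wald test or limma 3.58.1 with trend on log2(TPM + 1), and each library was left out in turn. Added after seeing the data were 3 further alternatives, each sequence counted once (91 miRNAs), TMM factors from the known miRNAs, and a fit without Pt pH 8.0 replicate 1. The counts of changed miRNAs, and the correlation of the responses of the rootstocks, were also compared with those from other assignments of the libraries to groups. The fit was tested on simulated data drawn from the real library sizes and the mean of each miRNA over all libraries. In these data 30 of 96 miRNAs were changed, in random directions, and there were no near-absent miRNAs and no other rootstock difference. The simulation therefore does not cover errors from scaling between the rootstocks. For Cj at pH 9.5 against pH 6.5, the fit recovered 37%, 83.3% and 98.7% of changes of 1.5-fold, 2-fold and 4-fold, with 5.13%, 3.66% and 3.9% of calls false. For Pt against Cj at pH 6.5, these shares were 30%, 84% and 97.8% recovered and 6.25%, 3.82% and 4.71% false. With no change simulated, a mean of 0.05 miRNAs was called. Read handling and further tests used Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.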

Results

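Small RNA was sequenced from the roots of seedlings of 2 citrus rootstocks. Ziyang xiangcheng (Citrus junos, abbreviated Cj) tolerates alkaline conditions, and trifoliate orange (Poncirus trifoliata, Pt) is sensitive to them. The seedlings were cultured for 8 weeks in nutrient solution at pH 6.5, the normal condition, or at pH 8.0 or 9.5. The 18 libraries formed 6 groups of 3, 1 group for each rootstock and pH, and each library came from a pool of 3 seedlings. Nothing in the sources used here says that the pools came from separate culture vessels, so the p-values measure only the spread between these pools. Reads were counted for 100 distinct miRNAs, 49 known and 51 predicted, and 96 of them had enough reads to be tested. Listed miRNA reads per library ranged from 77255 in Pt pH 8.0 replicate 1 to 771522, with a median of 469495 and 254842 in the second lowest library. In order of rising pH, the group means were 408576 ± 27630, 384252 ± 122087 and 415200 ± 94096 reads (SD, n = 3) in Cj. In Pt they were 606050 ± 59511, 512934 ± 379503 and 605855 ± 144192.

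The most abundant miRNA was csi-miR159, whose family acts on MYB transcription factors. It had 355842 ± 114263 normalised reads-per-million of listed miRNA reads (CPM; SD, n = 18) and between 26.5% and 42.2% of the reads of a library. It was followed by csi-miR166c (66914 ± 17806 CPM), csi-miR166d (59238 ± 12686 CPM), csi-miRN51 of the MIR482 family (50827 ± 10819 CPM) and csi-miR166a (47711 ± 11846 CPM). The MIR166 family acts on class III HD-ZIP transcription factors. This order over all libraries did not hold in each group. In Cj at pH 6.5 csi-miRN51 (49646 CPM) and csi-miRN49 (47009 CPM) stood above csi-miR166c (46103 CPM) and csi-miR166d (43483 CPM). In Pt at pH 9.5 csi-miRN50 (69466 CPM), csi-miRN51 (66547 CPM) and csi-miR166a (65586 CPM) stood above csi-miR166d (59741 CPM). The 5 most abundant miRNAs of each library made up from 49.2% to 64.5% of its listed reads, so that a change in them moves the share left for the others. Predicted miRNAs of 24 nt took 1.98% ± 0.21 (SD, n = 3) of the reads in Cj at pH 6.5, 4.78% ± 1.24 at pH 8.0 and 5.72% ± 1.3 at pH 9.5. In Pt they took 3.95% ± 0.6, 6.65% ± 1.43 and 6.59% ± 0.75. Most of the rise came from 1 of the 22, csi-miRN50, which took 0.49%, 2.46% and 3.89% in Cj and 2.38%, 4.9% and 5.37% in Pt. The other 21 together took 1.49% ± 0.12, 2.33% ± 0.5 and 1.83% ± 0.51 in Cj and 1.57% ± 0.18, 1.75% ± 0.6 and 1.21% ± 0.05 in Pt. Replicates of 1 group correlated with Pearson's r from 0.972 to 0.996 on the log scale, across miRNAs, which are not independent replicates. They differed by more than sampling noise in every pair, with a chi-square per degree of freedom of at least 8.97, so no 2 of them look like 1 library deposited under 2 names. This does not tell spread between plants from spread in library preparation. The first principal component held 82.2% of the variance and separated the rootstocks, and the second held 6.8%.

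The comparison of Cj at pH 9.5 with pH 6.5 addressed how the miRNAs of the tolerant rootstock differ at high pH. In Cj roots csi-miR398, whose family acts on transcripts of Cu/Zn superoxide dismutase, rose from 3056 ± 418 CPM (SD, n = 3) to 13721 ± 2853 CPM. This was a log2 fold change of 2.17 ± 0.19 (SE; edgeR quasi-likelihood test, adjusted p = 6.76e-10). A still larger rise was seen in csi-miRN52, a predicted miRNA of 22 nt, from 3985 ± 147 to 31380 ± 1585 CPM (log2 fold change 2.98 ± 0.16, edgeR adjusted p = 3.37e-14). The predicted 24-nt csi-miRN50, assigned to MIR9560, rose from 4393 ± 708 to 34334 ± 2520 CPM (2.97 ± 0.21, edgeR adjusted p = 4.64e-12). Among the miRNAs that fell were csi-miR477b and csi-miR473, both of the MIR477 family. The former fell from 20972 ± 1093 to 7532 ± 1715 CPM (-1.48, edgeR adjusted p = 9.53e-07) and the latter from 4866 ± 176 to 1651 ± 460 CPM (-1.56, edgeR adjusted p = 1.46e-05). The sequences of csi-miR477b and csi-miR473 overlap over most of their length, so in no comparison are they independent. The abundant csi-miRN49 fell from 47009 ± 3924 to 14234 ± 2122 CPM (-1.72, edgeR adjusted p = 1.18e-07). It was assigned to MIR156, a family that acts on SPL transcription factors, but its sequence is largely complementary to csi-miR156.

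By the same test 27 of the 96 miRNAs differed between pH 9.5 and pH 6.5 in Cj at an adjusted p under 0.05, 12 higher and 15 lower at pH 9.5, and 42 had an unadjusted p under 0.05. The split was 15 and 15 with library sizes from the TPM totals or without the 5 most abundant miRNAs in them, and 17 and 16 with TMM factors from the known miRNAs. Of the 10 with the largest change whose libraries did not overlap, csi-miR399e, csi-miRN20 of the MIR396 family, csi-miR398, csi-miRN50 and csi-miRN52 rose. The other 5 fell, csi-miRN34 (-2.21), csi-miRN24 and csi-miRN25 (1 sequence under 2 names, -2.18), csi-miRN31 (-1.85) and csi-miRN49. The call of csi-miRN24 and csi-miRN25 rested on 37 and 8 reads in the 2 groups. It was lost without Cj pH 6.5 replicate 1 and without Cj pH 9.5 replicate 1 or 3 (edgeR adjusted p up to 0.0714).

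The lists group miRNAs by the function of the assigned family. Of the 11 tested miRNAs of the auxin list 3 fell and none rose, over all miRNAs tested and also adjusted over the list alone. csi-miRN43 (log2 fold change -1.16, edgeR adjusted p = 4.2e-05) and csi-miRN45 (-0.74, edgeR adjusted p = 0.00596) belong to the MIR160 family, which acts on auxin response factors. The third was csi-miR164 (-0.56, edgeR adjusted p = 0.0336), whose family acts on NAC transcription factors. The call of csi-miRN45 ended at an edgeR adjusted p of 0.0504 without Cj pH 9.5 replicate 1. That of csi-miR164 was lost without Cj pH 6.5 replicate 1 or 3, without Cj pH 9.5 replicate 1 and with no low-count filter (edgeR adjusted p up to 0.16). For csi-miR393, which acts on TIR1/AFB auxin receptors, the log2 fold change was 0.01 ± 0.26 (SE). Of the 3 copper-related miRNAs only csi-miR398 was called. csi-miR397, which acts on laccases, had a log2 fold change of 0.01 ± 0.21 (edgeR adjusted p = 0.968), and csi-miR408, which acts on plantacyanin-type copper proteins, one of -0.44 ± 0.18 (edgeR adjusted p = 0.0624). Adjusted over the list alone, csi-miR398 was called higher and csi-miR408 lower. The study singled out csi-miR393, csi-miR397, csi-miR398, csi-miRN43 and csi-miRN45 on these libraries, so neither count is independent evidence of a direction.

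In the phosphate and sulfate list 1 of 4 tested members rose in Cj, csi-miR399e, from 18.4 ± 7.73 to 118 ± 35.6 CPM (2.67 ± 0.4, edgeR adjusted p = 7.32e-06). The count was the same adjusted over the list alone. The sulfate member, csi-miR395, was not tested, so all counts of this list cover phosphate-related miRNAs only. The MIR399 sequences differ by few bases, and summed as 1 miRNA they gave a log2 fold change of 0.45 and no call (edgeR adjusted p = 0.143). Of the 7 tested members of the MIR482 superfamily, which acts on NBS-LRR resistance genes, 1 fell, csi-miR482c (-0.77, edgeR adjusted p = 0.000672), also adjusted over the list alone. Of the 8 miRNAs listed for the small RNA machinery edgeR and DESeq2 called none and limma 1. In edgeR 1 had an unadjusted p under 0.05, csi-miR1515 (0.99 ± 0.44, adjusted p = 0.0778). The list holds csi-miRN02, csi-miRN14 and csi-miRN15, of 24 nt and assigned to MIR168, and csi-miR162-5p, largely complementary to csi-miR162-3p. Whether these act on that machinery was not tested, so counts of the list are not results about it. Among 19 members of other families acting on growth-related transcription factors 4 rose and 3 fell (8 and 3 adjusted over the list alone). csi-miRN20 (2.34), csi-miR171b (-1.55), csi-miR172c (1.38) and csi-miR396c (1.16) changed most.

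At pH 8.0 in Cj several of these changes had already taken place. csi-miRN52 was higher than at pH 6.5 by a log2 fold change of 2.62 ± 0.16 (edgeR adjusted p = 4.81e-13), csi-miRN50 by 2.14 ± 0.2, csi-miRN20 by 1.89 ± 0.41 and csi-miR398 by 1.33 ± 0.19 (edgeR adjusted p = 6.02e-06). csi-miR399e was higher by 2.50 ± 0.4, while csi-miR399d of the same family was lower (-0.86, edgeR adjusted p = 0.0104), and MIR399 members summed gave -0.14 and no call. The call of csi-miR399d was also lost without Cj pH 8.0 replicate 2, without the 5 most abundant miRNAs in the library sizes and with TMM factors from the known miRNAs (edgeR adjusted p up to 0.636 over all settings). csi-miR397 rose as well, from 1120 ± 82.9 to 2000 ± 483 CPM (0.84, edgeR adjusted p = 0.00299). Lower at pH 8.0 were csi-miRN34 (-2.27), csi-miRN24 and csi-miRN25 (-2.10), csi-miRN31 (-1.86), csi-miR394 (-1.22), which acts on an F-box gene, and csi-miRN45 (-1.04). csi-miRN32 was assigned to the MIR396 family but is largely complementary to csi-miR396b. It had 11 reads in the pH 8.0 libraries and none at pH 6.5, at least 3.46-fold higher against a floor of 3 reads over the group. The call of csi-miRN24 was lost with DESeq2 and without Cj pH 6.5 replicate 1 or 3 or Cj pH 8.0 replicate 1 or 2 (adjusted p up to 0.147), and its change was -3.32 without Cj pH 8.0 replicate 3. That of csi-miRN32 was lost without any 1 library of Cj pH 6.5 and without Cj pH 8.0 replicate 2 (edgeR adjusted p up to 0.143), and its limit was 2.24-fold without Cj pH 6.5 replicate 2 and 2.00-fold without Cj pH 8.0 replicate 2.

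All told, 35 miRNAs differed between pH 8.0 and pH 6.5 in Cj in edgeR's test, 11 higher and 24 lower, and 41 had an unadjusted p under 0.05. In the auxin list 0 of 11 rose and 6 fell, and in the MIR482 list 0 of 7 rose and 4 fell, with the same counts adjusted over the list alone. The auxin falls include csi-miRN19, which is largely complementary to csi-miR390. In the copper list 2 of 3 rose (3 adjusted over the list alone). In the phosphate and sulfate list 1 of 4 rose and 1 fell, and in the growth-related families 3 of 19 rose and 3 fell, the same adjusted over the list alone. Of the 8 miRNAs listed for the small RNA machinery edgeR and DESeq2 called none and limma 1, with 0 at an unadjusted p under 0.05 in edgeR. The balance of rises and falls depended on the scaling. It was 19 and 19 with DESeq2 size factors, 22 and 13 without the 5 most abundant miRNAs in the library sizes and 21 and 15 with TMM factors from the known miRNAs. These moved the median of all miRNAs by 0.12, 0.23 and 0.22 on the log2 scale, and with the last 2 of them no MIR482 or phosphate and sulfate member was called lower. In the growth-related families the 3 scalings gave 6 and 3, 6 and 2, and 9 and 3. The count was 19 without Cj pH 8.0 replicate 2 and 21 without Cj pH 6.5 replicate 3.

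Between pH 8.0 and pH 9.5 in Cj, csi-miR398 rose further (log2 fold change 0.84 ± 0.19, edgeR adjusted p = 0.00303), while the other copper-related miRNAs fell. csi-miR408 went from 24868 ± 4892 to 13956 ± 2663 CPM (-0.83 ± 0.18, edgeR adjusted p = 0.00229) and csi-miR397 to 1130 ± 251 CPM (-0.82 ± 0.21, edgeR adjusted p = 0.00762). csi-miR479, csi-miR473 and csi-miR477b each fell by 0.93 on the log2 scale. csi-miR479 was assigned to a MIR171 family, which acts on SCL transcription factors. However, it is largely complementary to csi-miR171b of the same assigned family, like the opposite strand of a hairpin, and also to csi-miR171a. csi-miRN50 (0.83) and csi-miR394 (0.76) rose, and csi-miRN49 fell from 22158 ± 2632 to 14234 ± 2122 CPM (-0.64, edgeR adjusted p = 0.0334; 0.0656 without Cj pH 8.0 replicate 3). csi-miRN50 lost its call with TMM factors from the known miRNAs and without Cj pH 8.0 replicate 3 (edgeR adjusted p up to 0.0815). csi-miR394 lost it in 2 other settings and without Cj pH 8.0 replicate 1 or 2 or Cj pH 9.5 replicate 2 or 3 (edgeR adjusted p up to 0.12). In total 9 miRNAs differed in edgeR's test, 3 higher and 6 lower, with 24 at an unadjusted p under 0.05. The split was 2 higher and 8 lower both without the 5 most abundant miRNAs in the library sizes and with TMM factors from the known miRNAs, which moved the median by -0.16 and -0.18, and 3 and 8 with DESeq2 size factors, which moved it by -0.14.

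In the sensitive rootstock Pt the question was the same. At pH 9.5 against pH 6.5 csi-miR399e rose from 49.9 ± 9.03 to 570 ± 273 CPM (SD, n = 3), a log2 fold change of 3.50 ± 0.33 (SE; edgeR adjusted p = 2.11e-09). csi-miR398 rose from 16431 ± 3024 to 34444 ± 2465 CPM (1.07 ± 0.19, edgeR adjusted p = 4.9e-05). In contrast, csi-miR408 fell from 16986 ± 2930 to 6461 ± 1058 CPM (-1.40 ± 0.18, edgeR adjusted p = 5.85e-07) and csi-miR397 from 1226 ± 179 to 473 ± 40 CPM (-1.37 ± 0.21, edgeR adjusted p = 8.84e-06). csi-miR473 fell from 1249 ± 451 to 111 ± 10.3 CPM (-3.49 ± 0.28, edgeR adjusted p = 1.26e-10) and csi-miR479 from 3787 ± 648 to 552 ± 85 CPM (-2.78 ± 0.18, edgeR adjusted p = 1.78e-12). csi-miR477b fell from 1596 ± 173 to 362 ± 44.6 CPM (-2.15 ± 0.21, edgeR adjusted p = 2.77e-09).

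edgeR's test called 29 miRNAs in this comparison, 16 higher and 13 lower at pH 9.5, and 37 had an unadjusted p under 0.05. The 10 with the largest change also held csi-miRN34 (1.82), csi-miR827 (1.78), csi-miRN50 (1.44), csi-miR399b (1.40) and csi-miR171b (-2.95). Another was csi-miRN28 of the MIR167 family, which had 2 reads at pH 6.5 and 39 at pH 9.5, a ratio of 23.6 with an exact counting interval from 6.11 to 202. Both reads at pH 6.5 were in replicate 1, without which the ratio was at least 11.5. It was 14.9 or 15.1 without Pt pH 6.5 replicate 2 or 3 and 13.9 without Pt pH 9.5 replicate 2. The change of csi-miRN34 was 1.15 without Pt pH 9.5 replicate 1. With library sizes from the TPM totals, which moved the median by -0.16, the overall split was 11 higher and 20 lower, and without the 5 most abundant miRNAs in the library sizes it was 14 and 14.

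All 4 tested members of the phosphate and sulfate list rose in Pt, also adjusted over the list alone. They were csi-miR399e, csi-miR827, which acts on phosphate transport genes, csi-miR399b (edgeR adjusted p = 0.000278) and csi-miR399d (0.64, edgeR adjusted p = 0.0447). None of them is sulfate-related, and the MIR399 members are near-identical in sequence and so not independent. The call of csi-miR827, from 22 to 63 reads, was lost without Pt pH 6.5 replicate 2 and with DESeq2 or limma (adjusted p up to 0.193). That of csi-miR399d was lost in 7 other settings and without Pt pH 6.5 replicate 3 or Pt pH 9.5 replicate 1 (adjusted p up to 0.26, in edgeR, DESeq2 or limma). In the copper list 1 of 3 rose and 2 fell, as adjusted over the list alone. The auxin list had 1 of 11 higher, csi-miRN28, and 2 lower, csi-miRN43 (-1.40, edgeR adjusted p = 4.46e-06) and csi-miRN40 (-0.82, edgeR adjusted p = 0.012), both of MIR160. csi-miRN28 is largely complementary to csi-miR167b, and whether it acts on auxin genes was not tested. The counts were the same adjusted over the list alone, but csi-miRN40 lost its call without Pt pH 6.5 replicate 3 and without Pt pH 9.5 replicate 1 or 2 (edgeR adjusted p up to 0.105). csi-miRN45 (-0.17 ± 0.2) and csi-miR393 (0.21 ± 0.25) were not called.

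Of the 7 MIR482 members csi-miR482a-5p rose in Pt (0.61) and csi-miR482c fell (-0.55), also adjusted over the list alone. The first call was lost in 4 other settings and without replicate 1 or 2 of either pH (adjusted p up to 0.179, in edgeR or limma). The second was lost without Pt pH 6.5 replicate 3 and without Pt pH 9.5 replicate 1 or 3 (edgeR adjusted p up to 0.144). Of the 8 members of the small RNA machinery list csi-miRN17 of the MIR1515 family rose (0.78, edgeR adjusted p = 0.0278). That call was not made adjusted over the list alone, in 4 other settings, among them library sizes from the TPM totals, or without Pt pH 6.5 replicate 1 or 3 or Pt pH 9.5 replicate 2 (adjusted p up to 0.248, in edgeR or limma). Growth-related families had 3 of 19 higher and 3 lower, as adjusted over the list alone, with csi-miR171b, csi-miR479 and csi-miR171a (-1.37) lower. With library sizes from the TPM totals these counts turned to 1 and 5, and those of MIR482 to 0 and 2.

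At pH 8.0 fewer miRNAs differed in Pt. csi-miRN52 was higher than at pH 6.5 by a log2 fold change of 1.06 ± 0.15 (edgeR adjusted p = 2.63e-05), csi-miRN50 by 1.11 ± 0.19 and csi-miR398 by 0.77 ± 0.19 (edgeR adjusted p = 0.00479). csi-miR399e was higher by 1.45 ± 0.35, a call lost when MIR399 members were summed (0.38, edgeR adjusted p = 0.479). csi-miR473 (-1.67 ± 0.27), csi-miR171b (-1.41 ± 0.44), csi-miR479 (-0.90 ± 0.17) and csi-miR477b (-0.68 ± 0.2) were lower. csi-miRN28 had 18 against 2 reads, a ratio of 12.0 with an exact counting interval from 2.88 to 107. This ratio was at least 5.85 without Pt pH 6.5 replicate 1 and 7.62 or 7.69 without replicate 2 or 3. The miRNAs of this paragraph so far were the 9 called by edgeR, 5 higher and 4 lower, and 14 had an unadjusted p under 0.05. Calls were lost by csi-miR171b without Pt pH 6.5 replicate 3 or any 1 library of Pt pH 8.0 (edgeR adjusted p up to 0.32 over all settings) and by csi-miR477b without any 1 library of Pt pH 6.5 or Pt pH 8.0 replicate 2 or 3 (up to 0.359). csi-miRN28 lost its call without replicate 2 or 3 of either pH (adjusted p up to 0.217 over all settings, in edgeR or limma). The split was 5 higher and 17 lower with library sizes from the TPM totals, which moved the median by -0.23, and 4 and 6 with TMM factors from the known miRNAs. Without Pt pH 8.0 replicate 1, the shallowest library, the count was 8.

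From pH 8.0 to pH 9.5 in Pt, csi-miR399e rose by a further 2.05 ± 0.32 on the log2 scale (edgeR adjusted p = 1.47e-05). csi-miR397 (-1.61 ± 0.22, edgeR adjusted p = 2.05e-06) and csi-miR408 (-1.54 ± 0.18, edgeR adjusted p = 2.53e-07) fell, as did csi-miR479 (-1.88), csi-miR473 (-1.82), csi-miR477b (-1.46) and csi-miR171a (-0.93). csi-miR827 (2.21), csi-miRN34 (1.54) and csi-miRN32 (1.41) rose. The first 2 of these lost their calls without Pt pH 8.0 replicate 3 or Pt pH 9.5 replicate 1 (adjusted p up to 0.159 for each, in edgeR, DESeq2 or limma). The change of csi-miR827 was 3.84 without Pt pH 8.0 replicate 2 and 1.45 without replicate 3, and that of csi-miRN34 was 0.86 without Pt pH 9.5 replicate 1. The call was lost by csi-miRN32 without Pt pH 8.0 replicate 3 (edgeR adjusted p = 0.0644). csi-miR171a lost its call without Pt pH 8.0 replicate 2 or Pt pH 9.5 replicate 1 (edgeR adjusted p up to 0.0882). A total of 17 miRNAs differed, 6 higher and 11 lower, and 29 had an unadjusted p under 0.05. The split was 13 and 10 with library sizes from the TPM totals, 11 and 11 with DESeq2 size factors and 12 and 10 with TMM factors from the known miRNAs. The count was 8 without Pt pH 9.5 replicate 1, 9 without Pt pH 8.0 replicate 3 and 11 without Pt pH 8.0 replicate 2.

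**Figure D1:**
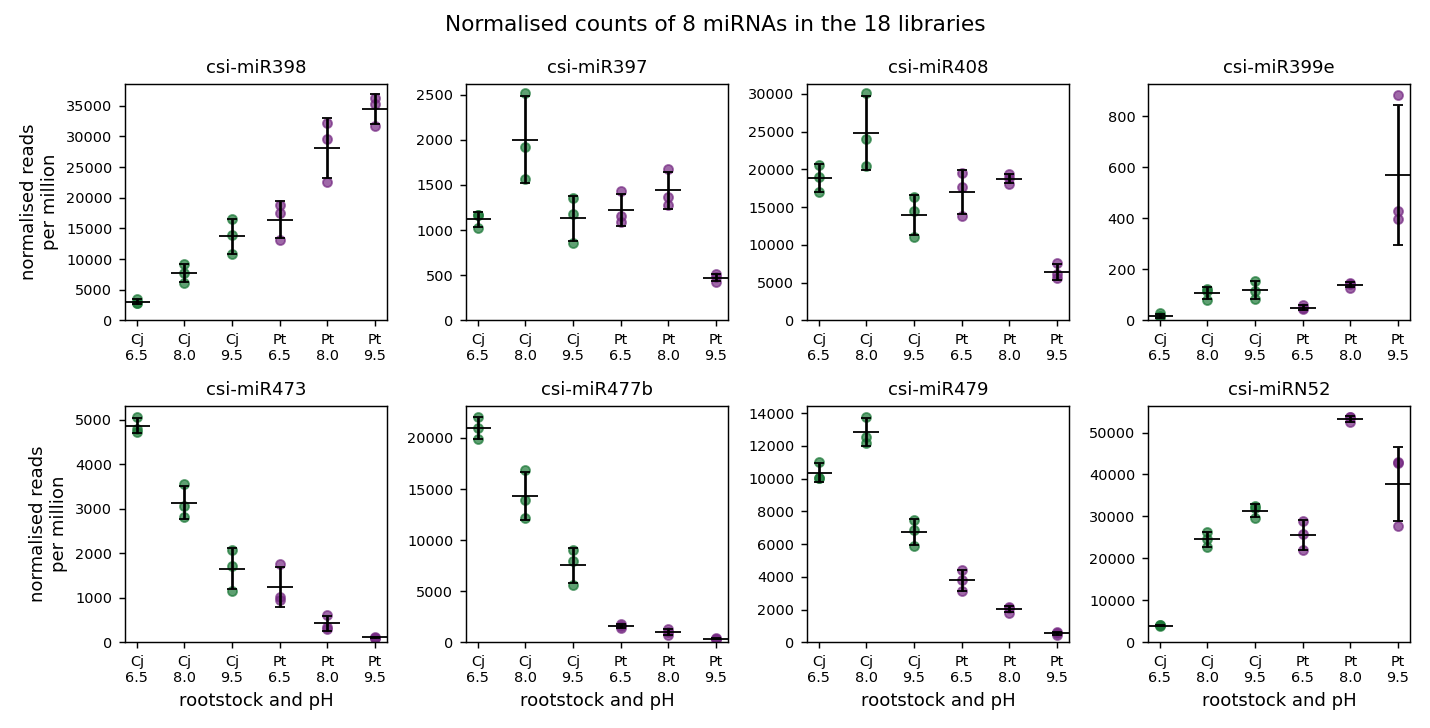
Normalised reads (CPM; y axis, from 0) of csi-miR398, csi-miR397, csi-miR408, csi-miR399e, csi-miR473, csi-miR477b, csi-miR479 and csi-miRN52 by rootstock and pH (x axis). Each point is 1 of the 18 libraries, with Cj in green and Pt in purple, and the black bar is the group mean with its SD (n = 3). In order of rising pH csi-miR398 lies at 3056, 7680 and 13721 in Cj and at 16431, 28083 and 34444 in Pt. At pH 9.5 csi-miR408 lies at 13956 in Cj and 6461 in Pt.

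The rootstocks were also compared with each other at each pH. At pH 6.5 csi-miR398 was higher in Pt than in Cj by a log2 fold change of 2.43 ± 0.19 (edgeR adjusted p = 1.82e-11), while csi-miR477b was far lower (1596 ± 173 against 20972 ± 1093 CPM, -3.72). csi-miRN43 was lower in Pt (1241 ± 134 against 3824 ± 337 CPM, -1.62 ± 0.2, edgeR adjusted p = 8.98e-08). So was csi-miR390 (-1.44 ± 0.19, edgeR adjusted p = 3.07e-07), which acts on auxin response factors through TAS3. Several predicted miRNAs had many reads in the libraries of 1 rootstock and almost none in those of the other. csi-miRN44, of 24 nt, stood at 3206 ± 441 CPM in Cj and 15.3 ± 12.9 CPM in Pt (-7.79 ± 0.55, and -8.55 without Pt pH 6.5 replicate 1). csi-miRN41 and csi-miRN42, 1 sequence under 2 names, stood at 1257 ± 114 and 5.53 ± 2.78 CPM (-7.83 ± 0.43).

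Against a floor of 3 reads over the group, csi-miRN04 was at least 48.9-fold higher in Cj at pH 6.5 (116 against 0 reads) and csi-miRN32 at least 46.6-fold higher in Pt (177 against 0). csi-miRN16 had 270 reads in Cj and 1 in Pt, a ratio of 342 with an exact counting interval from 60.8 to 13547. For csi-miRN30 (256 and 1 reads) the ratio was 324 (57.6 to 12847), for csi-miRN27 (160 and 1) 203 (35.8 to 8048) and for csi-miRN12 (294 and 2) 186 (51.0 to 1543). csi-miRN21 was higher in Pt (616 and 3 reads, interval of the ratio from 55.3 to 789). Single libraries moved several of these values by over 1.5 times. The limit of csi-miRN04 was 30.9-fold or 31.2-fold without Pt pH 6.5 replicate 2 or 3. That of csi-miRN32 was 26.4-fold without Pt pH 6.5 replicate 1, which held 104 of its 177 reads, and 30.1-fold without Cj pH 6.5 replicate 2. Without the library that held the only Pt read, csi-miRN16 (replicate 1), csi-miRN27 and csi-miRN30 (replicate 3) were at least 83.1-fold, 43.1-fold and 68.96-fold higher in Cj. Their ratios were 216, 128 and 205 without Pt pH 6.5 replicate 2, and that of csi-miRN16 was 218 without replicate 3. The ratio of csi-miRN21 was 315 without Cj pH 6.5 replicate 2.

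In all, 61 of 96 miRNAs differed between the rootstocks at pH 6.5 in edgeR's test, 28 higher and 33 lower in Pt, and 64 had an unadjusted p under 0.05. Library sizes from the TPM totals moved the median by -0.19 and gave a split of 24 higher and 39 lower. Those without the 5 most abundant miRNAs moved it by 0.14 and turned the balance to 34 and 31. The auxin list had 2 of 11 higher and 5 lower in Pt, the MIR482 list 0 of 7 and 3, the copper list 1 of 3 and 0 and the phosphate and sulfate list 1 of 4 and 0, each the same adjusted over the list alone. Of the 8 miRNAs listed for the small RNA machinery 2 were lower (0 adjusted over the list alone). Of the growth-related families 12 of 19 members were higher and 2 lower in Pt (12 and 3 adjusted over the list alone). These members are not independent, since csi-miR166a and csi-miR166e-3p had equal counts in 17 of 18 libraries, and the list was not tested against the other miRNAs. Of those higher, csi-miR166e-5p, csi-miR172a-5p, csi-miRN05 and csi-miRN32 are largely complementary to another member, like the opposite strand of a hairpin. Whether they act on growth-related transcription factors was not tested.

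csi-miR393 was 1.52-fold higher in Pt at pH 6.5 (log2 fold change 0.60 ± 0.25, edgeR adjusted p = 0.0404). It was not called with library sizes from the TPM totals, with TMM factors from the known miRNAs, with limma or without replicate 1 or 3 of either rootstock (adjusted p up to 0.184). csi-miRN45 was lower (-0.53, edgeR adjusted p = 0.0263), a call lost without replicate 1 or 2 of either rootstock and in 2 other settings (edgeR adjusted p up to 0.171). csi-miR397 (0.13 ± 0.21) and csi-miR408 (-0.15 ± 0.18) were not called. csi-miR482a-3p was lower (-0.95, edgeR adjusted p = 1.19e-05), but summed with the near-identical csi-miRN48 it was not called (-0.22).

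At pH 8.0 the difference in csi-miR398 was 1.87 ± 0.19 (edgeR adjusted p = 2.77e-09), in csi-miR477b -3.85, in csi-miRN43 -1.49 ± 0.21 and in csi-miR393 0.73 ± 0.27 (edgeR adjusted p = 0.0214). csi-miR408 was lower in Pt by -0.41 ± 0.18 on the log2 scale (18771 ± 623 against 24868 ± 4892 CPM, edgeR adjusted p = 0.0495). That call was lost without Cj pH 8.0 replicate 3 and without any 1 library of Pt pH 8.0. It was also lost in the fit with near-identical members of other families summed, where csi-miR408 itself was not summed (edgeR adjusted p up to 0.252 over these settings). csi-miR397 (-0.47 ± 0.21, edgeR adjusted p = 0.0514) was just short of the threshold. csi-miR399b (1.34 ± 0.32) and csi-miR399d (1.29 ± 0.27) were higher in Pt. Of the near-absent miRNAs csi-miRN27 was at least 46.7-fold higher in Cj (157 against 0 reads). csi-miRN06 was higher in Pt (256 against 3 reads, a ratio of 95.6 with an exact counting interval from 32.4 to 467). Ratios higher in Cj were 63.1 (21.3 to 308) for csi-miRN04, 129 (35.4 to 1070) for csi-miRN16 and 222 (39.5 to 8811) for csi-miRN30. The fitted changes were -7.75 for csi-miRN44, -7.50 for csi-miRN41 and csi-miRN42, -5.76 for csi-miRN12 and 6.48 for csi-miRN21. Single libraries moved them. Without Pt pH 8.0 replicate 1, which held 15 of the 28 Pt reads of csi-miRN44 at this pH, 4 of 8 of csi-miRN41 and 4 of 7 of csi-miRN12, they were -9.05, -8.49 and -6.95. The change of csi-miRN44 was -7.00 without Pt pH 8.0 replicate 2 and -7.10 without replicate 3. That of csi-miRN41 and csi-miRN42 was -6.83 without replicate 2, that of csi-miRN12 -5.01 without replicate 3 and that of csi-miRN21 7.54 without Cj pH 8.0 replicate 1. Without Pt pH 8.0 replicate 2 the limit of csi-miRN27 was 25.9-fold, the ratios of csi-miRN04 and csi-miRN16 were 34.9 and 71.4, and csi-miRN30 was at least 41.04-fold higher in Cj. Without Pt pH 8.0 replicate 3 the limit of csi-miRN27 was 23.6-fold, the ratios of csi-miRN04 and csi-miRN30 were 95.7 and 112, and csi-miRN16 was at least 43.5-fold higher in Cj. The ratio of csi-miRN06 was 171 without Cj pH 8.0 replicate 3.

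The test called 57 miRNAs at pH 8.0, 31 higher and 26 lower in Pt, with 62 at an unadjusted p under 0.05. In the auxin list 3 of 11 were higher and 4 lower, in the phosphate and sulfate list 2 of 4 and 0, in the MIR482 list 2 of 7 and 2 and in the growth-related families 9 of 19 and 2, all the same adjusted over the list alone. In the copper list 1 of 3 was higher and 1 lower (1 and 2 adjusted over the list alone), and in the small RNA machinery list 0 of 8 and 1 (0 and 0 adjusted over the list alone). With library sizes from the TPM totals, which moved the median by -0.48, the overall split was 21 higher and 39 lower. With TMM factors from the known miRNAs, which moved it by -0.31, the split was 22 and 37, and DESeq2 size factors moved it by -0.11. In the former settings no MIR482 member was higher and 4 were lower, and csi-miR393 was not called, as with limma and without Cj pH 8.0 replicate 1 or 2 or Pt pH 8.0 replicate 1 (adjusted p up to 0.419).

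At pH 9.5 the copper-related miRNAs went apart. csi-miR398 was higher in Pt (1.33 ± 0.19, edgeR adjusted p = 7.41e-07), and csi-miR397 (-1.26 ± 0.21, edgeR adjusted p = 1.16e-05) and csi-miR408 (-1.11 ± 0.18, edgeR adjusted p = 5.62e-06) were lower. All 4 tested members of the phosphate and sulfate list were higher in Pt, and none of them is sulfate-related. csi-miR827 was higher by 3.83 ± 0.79, csi-miR399e by 2.27 ± 0.31 (edgeR adjusted p = 3.76e-07), csi-miR399b by 1.26 and csi-miR399d by 1.08. The size of the csi-miR827 difference rests on very few reads in Cj. It stood at 45.5 ± 9.9 CPM in Pt and 2.86 ± 2.5 CPM in Cj, where 3 reads in a library make 5.85 CPM or more. csi-miR477b (-4.39), csi-miR473 (-3.89) and csi-miR479 (-3.61) were much lower in Pt. csi-miRN43 was lower as well (-1.86 ± 0.21), and csi-miR393 was higher (0.79 ± 0.25, edgeR adjusted p = 0.00817). csi-miRN04 was at least 58.9-fold and csi-miRN27 at least 38.6-fold higher in Cj. csi-miRN32 was higher in Pt (397 reads against 1, a ratio of 384 with an exact counting interval from 68.6 to 15214), as was csi-miRN06 (236 against 2, 114, from 31.3 to 948). Ratios higher in Cj were 179 (49.3 to 1486) for csi-miRN16 and 169 (29.99 to 6733) for csi-miRN30, and the fitted changes were -7.88 for csi-miRN44, -8.16 for csi-miRN41 and csi-miRN42 and 6.69 for csi-miRN21. The change of csi-miRN41 and csi-miRN42 was -8.74 without Pt pH 9.5 replicate 3 and that of csi-miRN21 7.85 without Cj pH 9.5 replicate 3. Without Pt pH 9.5 replicate 1 the limits of csi-miRN04 and csi-miRN27 were 36.6-fold and 23.99-fold, the ratio of csi-miRN16 was 111, and csi-miRN30 was at least 35.1-fold higher in Cj. Without Pt pH 9.5 replicate 2 these limits were 35.8-fold and 23.5-fold, the ratio of csi-miRN30 was 103, and csi-miRN16 was at least 72.7-fold higher in Cj. csi-miRN32 was at least 88.2-fold higher in Pt without Cj pH 9.5 replicate 1, and its ratio was 241 without replicate 3.

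In total 57 miRNAs differed at pH 9.5, 28 higher and 29 lower in Pt, and 62 had an unadjusted p under 0.05. The lists gave 3 of 11 higher and 4 lower for auxin, 1 of 3 and 2 for copper, 4 of 4 and 0 for phosphate and sulfate, 2 of 7 and 2 for MIR482 and 8 of 19 and 3 for the growth-related families, the same adjusted over the list alone. The small RNA machinery gave 0 of 8 and 1 (0 and 0 adjusted over the list alone). With library sizes from the TPM totals, which moved the median by -0.41, the split was 17 higher and 48 lower. It was 29 and 28 with DESeq2 size factors and 28 and 27 without the 5 most abundant miRNAs in the library sizes. With the TPM totals the lists turned to 0 and 6 for auxin, 0 and 4 for MIR482 and 4 and 8 for the growth-related families, while copper and phosphate and sulfate stayed. csi-miR393 was not called with them (0.40, edgeR adjusted p = 0.126). At pH 8.0 and 9.5 csi-miRN43 was not called when the near-identical MIR160 members were summed (-0.20 and -0.35).

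**Figure D2:**
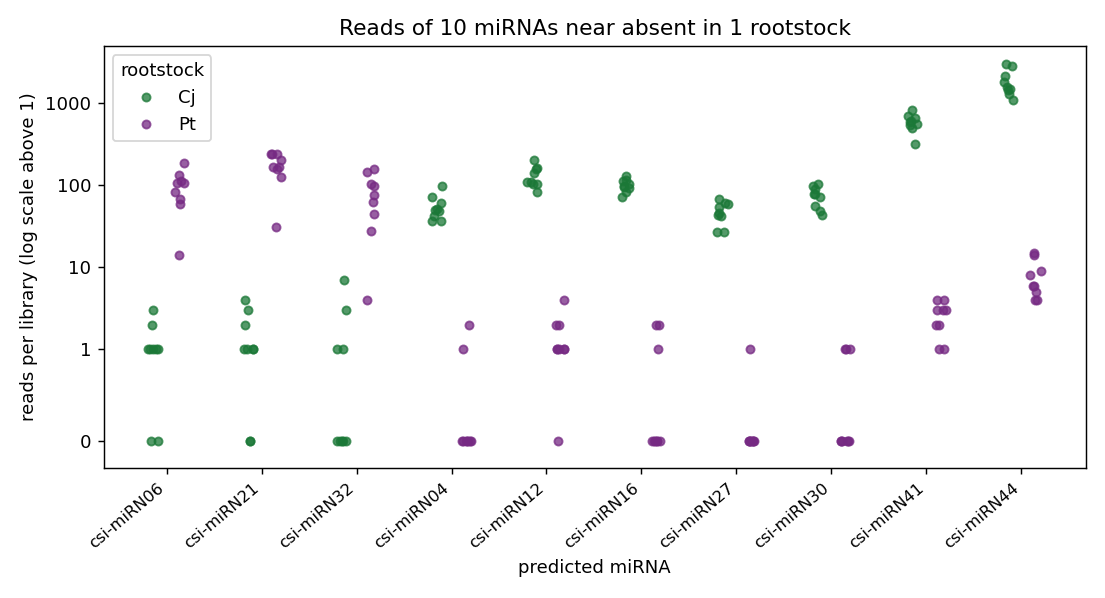
Reads per library (y axis, logarithmic above 1 read) of the 10 predicted miRNAs near absent in 1 rootstock (x axis), with 9 Cj libraries in green and 9 Pt libraries in purple. csi-miRN06, csi-miRN21 and csi-miRN32 total 10, 13 and 12 reads over the Cj libraries. The other 7 total between 1 and 71 reads each over the Pt libraries.

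Whether the rootstocks responded differently to pH was tested directly, as the difference of the 2 log2 fold changes, Pt minus Cj. At pH 9.5 all 3 copper-related miRNAs differed. csi-miR398, which rose in both, rose less in Pt (-1.10 ± 0.26, edgeR adjusted p = 0.00231), and csi-miR397 (-1.39 ± 0.29, edgeR adjusted p = 0.000776) and csi-miR408 (-0.96 ± 0.25, edgeR adjusted p = 0.00467) fell relative to Cj. The call of csi-miR408 was lost without Cj pH 6.5 replicate 3, Pt pH 6.5 replicate 2 or Pt pH 9.5 replicate 1 (edgeR adjusted p up to 0.0662). The largest difference was that of csi-miRN34, a predicted 22-nt miRNA of the MIR3627 family (4.03 ± 0.55, edgeR adjusted p = 3.35e-06; 3.33 without Pt pH 9.5 replicate 1). It fell in Cj from 297 ± 68.9 to 64.7 ± 26 CPM and rose in Pt from 51.5 ± 18.7 to 184 ± 126 CPM. csi-miRN23 likewise fell in Cj and rose in Pt (2.65 ± 0.46, edgeR adjusted p = 0.000112). csi-miRN52 rose less in Pt (-2.41 ± 0.22, edgeR adjusted p = 2.71e-09), and csi-miR479 fell more in Pt (-2.16 ± 0.24, edgeR adjusted p = 1.05e-07). csi-miRN20 rose in Cj from 18.2 ± 6.04 to 93.9 ± 5.25 CPM and stood at 70.3 ± 20.2 and 68.9 ± 22.6 CPM in Pt (-2.41 ± 0.52, edgeR adjusted p = 0.000879).

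On the Citrus sinensis genome, with coordinates as the files give them, the hairpin of csi-miRN34 lies at 19944457 to 19944706 on chromosome 6 and that of csi-miRN50 at 18988847 to 18989096 on chromosome 3. csi-miRN52 (UGAGCUGUUUGGCUAUUCUCGC) has 4 hairpins on chromosome 2, the first at 8711310 to 8711559. The release of the genome is not given in the sources used here.

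A total of 18 miRNAs differed in their response to pH 9.5, 6 higher and 12 lower in Pt, and 34 had an unadjusted p under 0.05. The copper list had 0 of 3 higher and 3 lower, as adjusted over the list alone. The auxin list had 1 of 11 and 1 (2 and 1 adjusted over the list alone) and the growth-related families 2 of 19 and 4 (2 and 5 adjusted over the list alone). In the phosphate and sulfate, MIR482 and small RNA machinery lists edgeR, DESeq2 and limma called none, with 1, 1 and 0 at an unadjusted p under 0.05 in edgeR. The split was 5 and 22 with library sizes from the TPM totals, which moved the median by -0.21, and 5 and 17 without the 5 most abundant miRNAs in the library sizes. Without Pt pH 6.5 replicate 1 the count was 29.

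For pH 8.0 the largest differences of response were those of csi-miRN34 (2.55 ± 0.59, edgeR adjusted p = 0.00446, with limma 0.054) and csi-miRN52 (-1.57 ± 0.22, edgeR adjusted p = 1.12e-05). Next came csi-miR394 (1.44 ± 0.29), csi-miR479 (-1.21 ± 0.24, both with an edgeR adjusted p of 0.00127) and csi-miR164 (1.05 ± 0.28, edgeR adjusted p = 0.0149). csi-miR394 fell in Cj from 1405 ± 139 to 604 ± 55.4 CPM and stood at 777 ± 144 and 884 ± 193 CPM in Pt. The call of csi-miR164 was lost without Cj pH 6.5 replicate 1, Pt pH 6.5 replicate 2 or Pt pH 8.0 replicate 3 (edgeR adjusted p up to 0.0676). The test called 10 miRNAs, 6 higher and 4 lower, and 25 had an unadjusted p under 0.05. Of these 10, 2 higher and 1 lower were in the auxin list (3 and 1 adjusted over the list alone) and none in the copper list, where 2 had an unadjusted p under 0.05, DESeq2 called none and limma 2. The growth-related families had 2 higher and 1 lower (3 and 3 adjusted over the list alone). In the phosphate and sulfate, MIR482 and small RNA machinery lists edgeR, DESeq2 and limma called none, with 1, 2 and 0 at an unadjusted p under 0.05 in edgeR. The balance turned under other scalings. It was 5 higher and 7 lower with DESeq2 size factors, 5 and 12 with library sizes from the TPM totals, 4 and 8 without the 5 most abundant miRNAs in the library sizes and 5 and 12 with TMM factors from the known miRNAs. These moved the median by -0.16, -0.28, -0.21 and -0.29. The count was 5 without Cj pH 6.5 replicate 1 and 6 without Pt pH 8.0 replicate 3.

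**Figure D3:**
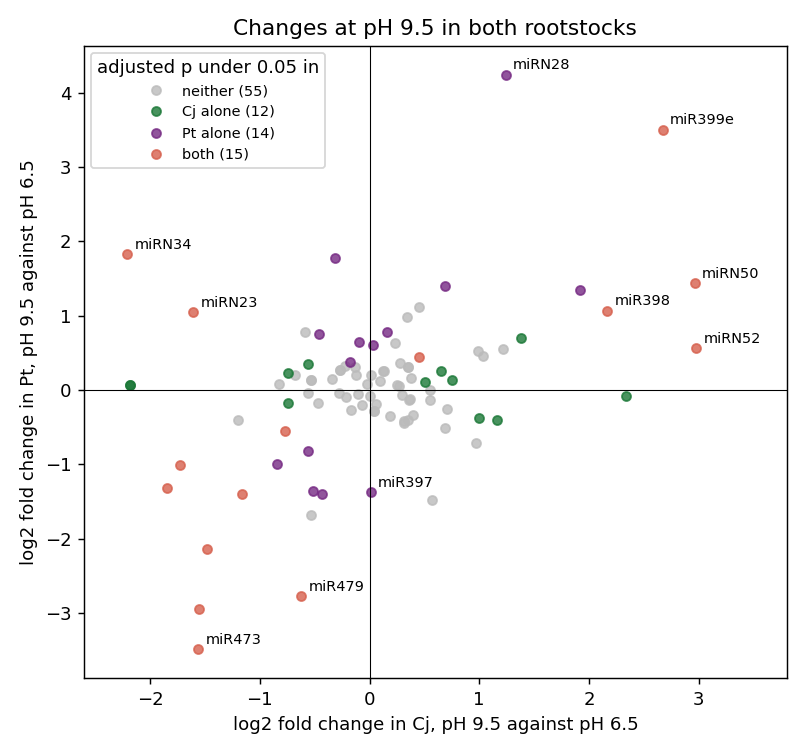
Log2 fold change at pH 9.5 against pH 6.5 in Cj (x axis) and in Pt (y axis) for the 96 tested miRNAs, 1 point each. Colour shows whether the adjusted p was under 0.05 in neither rootstock (55), Cj alone (12), Pt alone (14) or both (15). csi-miR399e, csi-miRN50, csi-miRN52 and csi-miR398 lie to the upper right, csi-miR473 and csi-miR479 to the lower left, and csi-miRN34 and csi-miRN23 to the upper left, with a fall in Cj and a rise in Pt. The height of csi-miRN28 rests on 2 reads at pH 6.5.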

Values the study reported

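The study reported 101 miRNAs in all, 49 of them known and 52 predicted, in 37 families. Within Cj it reported 12 differentially expressed miRNAs between pH 6.5 and pH 8.0, 16 between pH 6.5 and pH 9.5 and none between pH 8.0 and pH 9.5. Within Pt it reported 11 between pH 6.5 and pH 9.5, 5 between pH 8.0 and pH 9.5 and none between pH 6.5 and pH 8.0. Between the rootstocks it reported 33, 32 and 28 at the lowest, middle and highest pH.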

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

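The tests of near-absent miRNAs, of the reads that remain of them in Pt, and of library scaling and of the size of a GC trend for the copper-related miRNAs, were chosen only after the results were seen.

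Differences between the rootstocks in the response to pH drew attention because they passed a direct test of the difference. At pH 8.0 this held for 10 miRNAs, among them csi-miR164 (1.05), csi-miR167b (-0.76), csi-miR390 (0.98), csi-miR394 (1.44), csi-miR479 (-1.21), csi-miRN34 (2.55) and csi-miRN52 (-1.57), given as the log2 fold change in Pt minus that in Cj. At pH 9.5 it held for 18, among them csi-miR164 (0.91), csi-miR167b (-0.76), csi-miR397 (-1.39), csi-miR398 (-1.10), csi-miR408 (-0.96), csi-miR479 (-2.16), csi-miRN20 (-2.41), csi-miRN23 (2.65), csi-miRN34 (4.03) and csi-miRN52 (-2.41). Of 100 splits of the libraries, 11 gave as many miRNAs as the real one at pH 8.0, the real one included, so chance is not excluded there; the highest other split gave 29. At pH 9.5, 2 of 100 splits did, a share under 0.05. The splits mix pH labels within each rootstock, so they refer to no pH effect in either rootstock, not to equal responses. They therefore do not exclude chance as the source of a difference between the responses. The highest other split again gave 29. It is the one in which the pH labels of all Pt libraries are exchanged, so that any shared part of the responses would add up instead of cancelling. The next highest gave 17, only 1 miRNA fewer than the real 18, so the margin is narrow. With 1 library left out the real count ranged from 13, without Pt pH 6.5 replicate 2, to 29, without Pt pH 6.5 replicate 1.

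Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05, and in each of the 9 comparisons only the real split, 1 of 10, gave as many changed miRNAs. In Cj the real counts were 35, 27 and 9 (pH 8.0 against 6.5, 9.5 against 6.5 and 9.5 against 8.0), with highest others of 0, 0 and 4. In Pt they were 9, 29 and 17, and between rootstocks 61, 57 and 57, with a highest other of 0 in all 6.

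Of the sequences that were near absent in a rootstock, under 5% of the level in the other and at least 50 reads-per-million there, 7 were near absent in Pt and 3 in Cj, all of them predicted. Lower depth in Pt is ruled out, since the Pt libraries held 1.428 times the reads of the Cj libraries. Loss of reads that differ from the Citrus sinensis reference stays open and was not tested. It could strike either rootstock, since neither Pt nor Cj is Citrus sinensis, and no Pt or Cj genome was used here. A real difference in expression between the rootstocks stays open as well.

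The Pt libraries still held 119 reads of the 7 sequences near absent there, and 24 of them were in Pt pH 8.0 replicate 1, which has 1.49% of the depth of the Pt libraries. Relative to depth this library held 310.66 of these reads-per-million, against 10.54 to 35.2 in the 8 others (19.15 ± 8.1, SD). For this library low expression in proportion to depth is therefore ruled out as the only source, since the 99% prediction limit from the spread of the 8 others is 49.21. It stays open for the reads of the 8 others. A fixed number of reads carried over to each library stays open. The 8 others held from 7 to 19 of these reads (11.88 ± 4.42, SD), and 24 lies above their 95% prediction limit of 22.97 but under the 99% limit of 28.29, for a library singled out after its reads were seen. The proportions among the 7 sequences did not differ detectably from those in Cj (exact multinomial test by simulation with 100000 resamples, p = 0.1172). Some Cj material or reads may have been mixed into that library, at a level of 3.19% of that in Cj at pH 8.0, as a hypothesis from reads seen first. Cj reads carried over would show the same proportions, so the 2 cannot be told apart here. No biological explanation was tested, and without that library the count for Pt at pH 8.0 against pH 6.5 was 8 in place of 9.

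At pH 9.5 against pH 6.5 csi-miR398 rose in both rootstocks, under all 5 scalings, while csi-miR397 and csi-miR408, which share its link to copper, fell in Pt and were not called higher in Cj. Library scaling is ruled out as the cause, since it cancels in the log2 ratio of csi-miR398 to csi-miR408 within a library, which still rose by 2.60 in Cj (from -2.63 ± 0.211 to -0.028 ± 0.038, SD, n = 3) and by 2.47 in Pt (from -0.05 ± 0.389 to 2.425 ± 0.254). Length is ruled out, as all 3 are of 21 nt. So is a linear trend with GC content, because across 91 miRNAs it would put csi-miR398 above csi-miR397, the nearer of the other miRNAs, by -0.037 in Cj (95% interval -0.13 to 0.057) and -0.002 in Pt (-0.104 to 0.101). The gaps were 2.153 and 2.443. Shared reads are ruled out too, as the nearest other listed miRNA differs from any of the 3 by 9 bases or more. At pH 8.0 against pH 6.5 the 3 did not part in this way. In Cj csi-miR398 (1.33) and csi-miR397 (0.84, edgeR adjusted p = 0.00299) rose, csi-miR408 had a log2 fold change of 0.40 (edgeR adjusted p = 0.0784), and all 3 were called higher adjusted over the list alone. In Pt the changes were 0.77, 0.24 and 0.14, with only csi-miR398 called. That csi-miR398 may be regulated apart from the other copper-related miRNAs at pH 9.5 is a hypothesis found and tested on the same data. Copper in the roots was not analysed here, but the paper reported that root Cu rose with pH in Cj and fell in Pt. It also followed csi-miR398, csi-miR397 and their targets by qRT-PCR, which was not used here.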

How the results depend on the processing

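The alternatives with each sequence counted once, TMM factors from the known miRNAs and no Pt pH 8.0 replicate 1 were chosen only after the data were seen. The count for Pt at pH 8.0 against pH 6.5 (9) became 22 with library sizes from the TPM totals, 14 with all repeated entries kept and 15 with limma, and that for the response to pH 8.0 (10) became 17, 18 and 16, and 17 with TMM factors from the known miRNAs; the cause was not tested. In other settings that keep all libraries compared, the counts stayed within 1.5 times of those reported. With 1 library left out, counts ranged from 19 to 38, 24 to 27 and 8 to 12 in Cj (pH 8.0 against 6.5, 9.5 against 6.5 and 9.5 against 8.0), 6 to 8, 22 to 29 and 8 to 14 in Pt, 56 to 64, 51 to 56 and 53 to 58 between rootstocks in order of pH, and 5 to 15 and 13 to 29 for the responses. Of 276 results for named miRNAs 172 were calls, and 116 of these kept call and direction in every alternative. The direction reversed in 7 of 5499 values: csi-miR399e in Cj at pH 8.0 with family members summed (-0.144), and between the rootstocks csi-miR482b at pH 8.0 (-0.01 with library sizes from the TPM totals, -0.041 with limma), csi-miRN48 (-0.339 and -0.34) and csi-miR166d (-0.352 and -0.355) at pH 9.5. The stricter filter removed no tested miRNA and so says nothing about stability. Replicate numbers were not taken to pair the libraries, since in no comparison of 2 groups did the deviations from the group means correlate above 0.1 in all 3 pairs with the same number. Over the 45 such pairs of all groups the mean correlation was 0.038, with 13 above 0.1, against -0.018 and 25 in 90 pairs with different numbers. All 3 pairs lay above 0.1 only for Cj pH 9.5 with Pt pH 6.5 (0.1374 to 0.3942), which were not compared with each other but both enter the response to pH 9.5. As a hint from the data, 10 of 18 libraries correlated best with their own number, where chance would give 6. With the number as a block the counts were 37, 40 and 11 in Cj, 8, 30 and 16 in Pt, 62, 61 and 63 between rootstocks and 15 and 22 for the responses. Depth kept csi-miR395, csi-miR3953, csi-miR399a and csi-miR530b, with 31 to 66 reads over the 18 libraries, from being tested, and in Pt pH 8.0 replicate 1 it puts 3 reads at 38.8 CPM before TMM scaling.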

Other observations

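The tests of the shared response were chosen before the result was seen, except that of the size of trends with GC content and length, chosen after, and the miRNAs named as examples in the first paragraphs were chosen by the largest change in their list.

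The miRNAs listed as SPL-related, from the MIR156 and MIR535 families, were lower in Pt at pH 6.5. These families act on SPL transcription factors and the timing of growth phases. However, csi-miRN49 is largely complementary to csi-miR156, and csi-miRN07 and csi-miRN08 to csi-miR535, like opposite strands of a hairpin. Whether they act on SPL transcription factors was not tested. All 5 tested members were lower in Pt, also adjusted over the list alone and under each of the 5 scalings, csi-miRN49 by -0.99 ± 0.2 (edgeR adjusted p = 8.74e-05), the identical csi-miRN07 and csi-miRN08 by -1.01 ± 0.21, csi-miR535 by -0.84 and csi-miR156 by -0.69. csi-miR535 and csi-miR156 were not called in the fit with near-identical members of other families summed, though neither was itself summed. Nor was csi-miR535 called without Pt pH 6.5 replicate 1 (edgeR adjusted p up to 0.0716 over these settings). At pH 8.0, 2 of 5 were lower, and at pH 9.5 edgeR and DESeq2 called none, with 2 at an unadjusted p under 0.05 in edgeR, though limma and library sizes from the TPM totals put 5 lower. With pH 9.5 against pH 6.5 only csi-miRN49 of the 5 was called in each rootstock, and it fell in Cj (-1.72) and in Pt (-1.01), in each case as adjusted over the list alone. Of the citrus miRNAs csi-miR3951 to csi-miR3954, csi-miR3952 was lower in Pt at each pH (-0.96, -1.09 and -1.36) and csi-miR3954 higher (1.45, 1.03 and 0.72), with the same counts, 1 higher and 1 lower of 3, adjusted over the list alone. The call of csi-miR3954 at pH 9.5 was lost with library sizes from the TPM totals, TMM factors from the known miRNAs and limma (adjusted p up to 0.26). In Cj csi-miR3952 rose at pH 9.5 (0.51, edgeR adjusted p = 0.021; 0.0791 without Cj pH 6.5 replicate 2).

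Predicted miRNAs of 24 nt, the length typical of small RNA that guides DNA methylation, rose in Cj where they changed. At pH 9.5 against pH 6.5, 4 of 22 rose and none fell, also adjusted over the list alone: csi-miRN50 (2.97), csi-miRN47 (0.99 ± 0.17, edgeR adjusted p = 5.23e-05), csi-miRN46 (0.75) and csi-miRN39 (0.66), the last not called without any 1 of the 6 libraries (edgeR adjusted p up to 0.116). In Pt only csi-miRN50 rose (1 of 22), and the response differed for csi-miRN50 (-1.53, edgeR adjusted p = 0.000123) and csi-miRN47 (-1.37, edgeR adjusted p = 0.000123). Between the rootstocks 6 of 22 were higher and 7 lower in Pt at pH 6.5, 5 and 7 at pH 8.0 and 3 and 10 at pH 9.5, the same adjusted over the list alone. Of the predicted miRNAs of 21 or 22 nt, 2 of 27 were higher, 8 lower and 17 not called in Cj at pH 9.5 against pH 6.5 (2 and 9 adjusted over the list alone). In Pt 5 were higher and 4 lower (the same adjusted over the list alone). Between the rootstocks 7 of these were higher and 12 lower in Pt at pH 6.5, 8 and 8 at pH 8.0 and 7 and 6 at pH 9.5, as adjusted over the list alone. With library sizes from the TPM totals the last 2 counts turned to 7 and 11 and to 4 and 12.

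The rootstocks may share part of their response to pH 9.5. Counting each sequence once, 5 of 91 miRNAs were called higher in both, csi-miR166c, csi-miR398, csi-miR399e, csi-miRN50 and csi-miRN52, where 2.11 would be expected if the calls were independent. Another 8 were called lower in both, csi-miR171b, csi-miR473, csi-miR477b, csi-miR479, csi-miR482c, csi-miRN31, csi-miRN43 and csi-miRN49, against 2.00 expected, and csi-miRN23 and csi-miRN34 moved in opposite directions. These expected numbers may be too low. csi-miR473 and csi-miR477b overlap in sequence, and csi-miR479 and csi-miR171b are largely complementary. Both comparisons also came from the same fit, so a miRNA with a small spread was easier to call in both. The fitted fold changes correlated with r = 0.455 and Spearman's rho = 0.328 across miRNAs, which are not independent replicates, and linear trends with GC content and length supplied 0.0045 of it (95% interval -0.019 to 0.053, miRNAs resampled 2000 times), which rules such trends out as its cause. From the group means r was 0.439, and 14 of 100 combinations of splits of the libraries gave a value as large, up to 0.599. The bound set beforehand, that r should exceed every other split, was not met. That bound was wrong by design, since splits that mix the pH groups unevenly keep part of both effects, and so the test leaves a shared response open.

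At the adjusted p the study used, more miRNAs changed here in each comparison quoted above. In Cj 35 changed at pH 8.0 and 27 at pH 9.5 against pH 6.5, and 9 between pH 8.0 and pH 9.5. These are higher than the values quoted from the study above. In Pt 29 changed at pH 9.5 and 9 at pH 8.0 against pH 6.5, and 17 between pH 8.0 and pH 9.5. Each is higher than its quoted counterpart. Between the rootstocks 61, 57 and 57 differed in order of rising pH. Those counts too are higher than the quoted ones. The study compared pairs of groups with DESeq, where edgeR on all groups was used here. However, a fit of only the compared groups and a DESeq2 Wald test each kept the counts within 1.5 times of those reported here. Neither alone accounts for all of the gap to the study, and its cause was not tested.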
